# The Interaction of lncRNA XLOC-2222497, *AKR1C1,* and Progesterone in Porcine Endometrium and Pregnancy

**DOI:** 10.3390/ijms21093232

**Published:** 2020-05-02

**Authors:** Tao Su, Haile Yu, Gan Luo, Mengxia Wang, Changfan Zhou, Long Zhang, Bin Hou, Chi Zhang, Min Liu, Dequan Xu

**Keywords:** *AKR1C1*, endometrium, pig, lncRNA, progesterone

## Abstract

The endometrium is an important tissue for pregnancy and plays an important role in reproduction. In this study, high-throughput transcriptome sequencing was performed in endometrium samples of Meishan and Yorkshire pigs on days 18 and 32 of pregnancy. Aldo-keto reductase family 1 member C1 (*AKR1C1*) was found to be a differentially expressed gene, and was identified by quantitative real-time PCR (qRT-PCR) and Western blot. Immunohistochemistry results revealed the cellular localization of the AKR1C1 protein in the endometrium. Luciferase activity assay demonstrated that the *AKR1C1* core promoter region was located in the region from −706 to −564, containing two nuclear factor erythroid 2-related factor 2 (NRF2) binding sites (antioxidant response elements, AREs). *XLOC-2222497* was identified as a nuclear long non-coding RNA (lncRNA) highly expressed in the endometrium. *XLOC-2222497* overexpression and knockdown have an effect on the expression of *AKR1C1*. Endocrinologic measurement showed the difference in progesterone levels between Meishan and Yorkshire pigs. Progesterone treatment upregulated *AKR1C1* and *XLOC-2222497* expression in porcine endometrial epithelial cells. In conclusion, transcriptome analysis revealed differentially expressed transcripts during the early pregnancy process. Further experiments demonstrated the interaction of XLOC-2222497/AKR1C1/progesterone in the endometrium and provided new potential targets for pregnancy maintenance and its control.

## 1. Introduction

Pregnancy is a key physiological process affecting reproduction [1]. Successful pregnancy requires intricate bidirectional regulation between embryo and the matrix [2]. The pig (*Sus scrofa*) is one of the most important domesticated animals and is also well-suited as a biomedical model because of similarities in anatomy and physiology between pigs and humans [3,4]. Days 18 and 32 of pig pregnancy are the two peaks of embryonic loss [5,6]. Although the two breeds have a similar number of ovulations, Meishan pigs (MS) have a higher litter size than Yorkshire pigs (YK) due to the high embryo survival rate of Meishan pigs [7,8]. Therefore, it is essential to explore the regulation mechanism of endometrium changes and the genetic difference between the two breeds during the two periods.

Long non-coding RNAs (lncRNAs) are non-protein-coding RNA species longer than 200 nucleotides [9,10]. Many lncRNAs were reported to regulate many biological processes via regulating the expression of target genes at transcriptional and post-transcriptional levels [11]. Some lncRNAs can function as signals, decoys, guides, and scaffolding in regulating nuclear activities [12]. Some lncRNAs have participated in the regulation of the cell cycle [13,14], cell differentiation [15,16], and cell apoptosis [17,18,19]. Some lncRNAs have key roles in cancer progression [20,21], and can also serve as diagnostic or prognostic markers [22,23].

Recent studies have also revealed that several lncRNAs play important roles in reproduction. The studies found that the meiotic recombination hot spot locus (Mrhl, a type of single-axon lncRNA) regulated spermatogenesis through two molecular mechanisms [24]. Yerushalmi et al. found 89 lncRNAs, 12 of which are encoded within introns of genes involved in granulosa cell processes [25]. Nakagawa et al. found that *NEAT1*-knocked-out mice with normal ovulation were stochastically infertile and *NEAT1* is essential for corpus luteum formation and the pregnancy under suboptimal conditions [26]. Rosalia et al. found that 41 lncRNAs could interact with oocyte microRNAs (miRNAs) and may regulate folliculogenesis [27]. lncRNA-*TCL6* promotes early abortion and inhibits placenta implantation via the epidermal growth factor receptor (EGFR) pathway [28]. Downregulation of lncRNA-*H19* could inhibit ectopic endometrial cell proliferation and invasion by modulating *miR-124-3p* and *ITGB3*, offering a novel target for treatment of endometriosis [29]. lncRNA *AK124742* may be a biomarker to predict pregnancy [30]. These findings are important in both basic reproductive research and clinical application.

Several hormones such as estrogen [31], progesterone [32,33], prostaglandin E, and prostaglandin F [34,35] are involved in the regulation of the pregnancy process. Aldo-keto reductases (AKRs) are part of the oxidoreductase super family and play an important role in the cellular response to electrophilic, osmotic, and oxidative stress, depending on the presence of the coenzyme nicotinamide adenine dinucleotide phosphate (NADPH) [36,37]. The proteins encoded by *Akr* genes catalyze a variety of metabolic oxidation–reduction reactions, ranging from the reduction of glucose, glucocorticoids, and small carbonyl metabolites to glutathione conjugates and phospholipid aldehydes. Substrates of the family include glucose, steroids, glycosylation end products, lipid peroxidation products, and environmental pollutants [38]. The aldo-keto reductase type 1C (AKR1C), part of the AKR superfamily, comprises the isoforms AKR1C1-AKR1C4 that catalyze NADPH-dependent reductions and have been implicated in biosynthesis, intermediary metabolism, and detoxification [39]. They serve important roles in the metabolism of steroid hormones, conjugated steroids, neurosteroids, and bile acids [40,41]. AKR1C genotypes were associated with nipple number as well as possible effects on age at puberty and ovulation rate in pigs [42]. Aldo-keto reductase family 1 member C1 (*AKR1C1*), which possesses 20α-Hydroxysteroid dehydrogenase (20α-HSD) activity, is associated with numerous important biological processes [38,43], and has crucial roles in the biosynthesis and inactivation of all classes of steroid hormones, and also in the biosynthesis of neurosteroids and prostaglandins [44]. Knockout of the gene encoding AKR1C1 in the mice resulted in decreasing the number of pups and prolonging the durations of the estrous cycle, pseudopregnancy, and pregnancy [45].

In this study, high-throughput transcriptome sequencing was performed in endometrium samples of Meishan and Yorkshire pigs on days 18 and 32 of pregnancy. Differentially expressed transcripts (including mRNAs and lncRNAs) were identified. Further experiments demonstrated that *XLOC-2222497* regulated *AKR1C1* in porcine endometrial epithelial cells, and may play an important role in the pregnancy process.

## 2. Results

### 2.1. Analysis of lncRNAs and mRNAs in the Endometrium

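Endometrium from 2 Yorkshire pigs on day 18 of pregnancy (YK18) was analysed here, with 1 RNA-seq library per pig. The YK32, MS18 and MS32 libraries were not analysed here, so no comparison between days or breeds was made. The authors counted reads with HTSeq and deposited 1 RPKM value per transcript and library. The paper's text names neither the aligner nor the genome build. RPKM divides the reads of a transcript by its length and by the reads of the library, so values of low transcripts rise in steps of 1 read. From these steps, the number of reads behind the RPKM was 7466979 in replicate 1 and 7023108 in replicate 2. Transcripts were compared between the libraries on the scale log2(RPKM + 1), and the 20166 transcripts with a mean of at least 1 RPKM had a Pearson correlation of 0.968 and a Spearman correlation of 0.949. These correlations are across transcripts, which are not independent replicates. The log2 ratio of replicate 2 to replicate 1 had an SD of 0.73 and a median of 0.06. With a pseudocount of 0.01 in place of 1 the SD was 1.58. Gene symbols were taken from the RefSeq annotation of Sscrofa11.1, in which 16072 of the 38222 mRNA accessions were found when the version number was ignored and 3914 with it. The position of a transcript is not given, because the build of the deposited values is not stated in the paper's text.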

To identify the long non-coding RNAs (lncRNAs) and messenger RNAs (mRNAs), eight cDNA libraries were constructed for RNA-seq from endometrium samples of Meishan and Yorkshire pigs on days 18 and 32 of pregnancy. Coding potential calculator (CPC) analysis, coding-non-coding index (CNCI) analysis, protein families (Pfam) protein domain analysis, and phylogenetic codon substitution frequency (PhyloCSF) analysis were performed to identify lncRNAs. 

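The deposited table lists 3071 transcripts with the TCONS identifiers of assembled lncRNAs. In replicate 1, 2421 of them were above 0 RPKM and in replicate 2, 2441. In both libraries 2249 were above 0, which is 73.2%, and 458 were listed at 0 in both. Of the mRNA transcripts 46.6% were above 0 in both libraries and 44.5% were listed at 0 in both. A further 2406 transcripts carry identifiers of a class that the paper's text does not define, and 1583 of these were above 0 in both libraries. In all, 21660 transcripts were above 0 in both libraries, and 10819 reached 10 RPKM in both. Genes that every cell uses, such as EEF1A1 and FTL, are among those listed at 0, so a transcript at 0 is described only as listed at 0.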

As shown in Figure 1A, 3071 lncRNAs were identified in the intersection of the data from four analysis methods. 

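The RPKM values summed to 4279448 in YK18 replicate 1 and to 4272865 in replicate 2. A whole number of reads was found in both libraries for 100% of the 25584 transcripts above 0 in either library, at the smallest transcript length that allowed it. These numbers of reads summed to 90.2% of the total behind the RPKM in replicate 1 and 90.3% in replicate 2, where a loss of common factors by chance leaves 90.04%. The smallest length had a median of 216 nt for mRNAs, 379 nt for lncRNAs and 479.5 nt for the transcripts of undefined class. Among mRNAs with a mean of at least 20 reads, 66.7% had a length under 300 nt, against 8.11% of such lncRNAs. The 10 most abundant transcripts held 6.57% of the summed RPKM in replicate 1 and 6.27% in replicate 2. The transcript with the highest mean was COL3A1, at 67098 RPKM in replicate 1 and 42857 RPKM in replicate 2. The next were ISG12(A) with a mean of 41781 RPKM, ASAH1 with 35921 RPKM, MEP1B with 26669 RPKM and XM_003134594.2, which had no matched name, with 22410 RPKM. The order differed between the libraries. In replicate 2, ISG12(A) at 45807 RPKM was above COL3A1, and MEP1B at 32706 RPKM was above ASAH1 at 30062 RPKM. The order also depends on the lengths. COL3A1 had 46595 and 27992 reads at a length of 93 nt, and ASAH1 had 52100 and 35258 reads at 167 nt.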

Expression levels of all transcripts were calculated by the HTseq software, and the expression abundance was described by the reads per kilobase per million reads (RPKM). 

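In the YK18 libraries, 15 lncRNA transcripts were over 100 RPKM in replicate 1 and 15 in replicate 2. Of the 17 transcripts over 100 RPKM in either library, 13 were over it in both. With each library rescaled to a sum of 1000000, 6 were over 100 in both. All 30 values that the paper's Table S1 lists for the Yorkshire libraries of day 18 were found in the table, each in 1 lncRNA transcript, which pairs the locus names of the paper with 17 transcripts of 15 loci. Locus XLOC_3841932 had the highest mean, with transcript TCONS_10448199 at 1514 RPKM in replicate 1 and 7212 RPKM in replicate 2, from 2205 and 9877 reads. Its second transcript, TCONS_10448237, was at 496.5 and 1315 RPKM. The transcripts of XLOC_2995004 were also higher in replicate 2, at 684 and 1968 RPKM for TCONS_08609622 and at 269.99 and 1040 RPKM for TCONS_08575287. These 4 transcripts differed at least 2-fold between the pigs, and the other 13 differed by less. XLOC_2219602 was at 832 ± 230.2 RPKM (SD, n = 2), XLOC_1938806 at 673 ± 18.0 RPKM (SD, n = 2) and XLOC_2221176 at 568 ± 1.31 RPKM (SD, n = 2). The 17 transcripts held 29.6% of the summed lncRNA RPKM in replicate 1 and 47.0% in replicate 2.

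**Figure D1:**
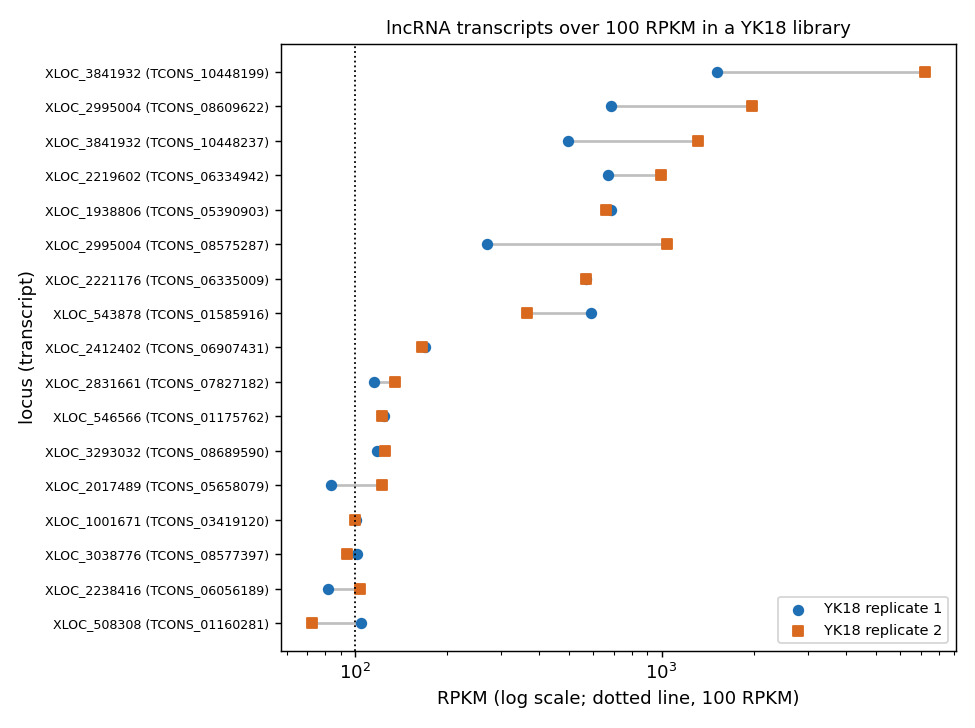
RPKM (log scale) of the 17 lncRNA transcripts over 100 RPKM in at least 1 YK18 library, named by locus and transcript. Circles are replicate 1, squares are replicate 2, and the dotted line marks 100 RPKM; the 4 transcripts of XLOC_3841932 and XLOC_2995004 lie at least 2-fold higher in replicate 2.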

Several highly expressed lncRNAs with RPKM >100 were found in the eight libraries; most of these identified lncRNAs were shared among different libraries (Supplementary Table S1).

Conservation analysis between lncRNAs and mRNAs showed the conservation of mRNAs, especially in exon regions, was higher than that of lncRNAs (Figure 1B). Comparison analysis of structure indicated that the transcript length and exon number of lncRNA were less than those of mRNAs (Figure 1C,D). Fragments per kilobase per million reads (FPKM) were calculated to perform expression compare analysis between lncRNAs and mRNAs. As shown in Figure 1E,F, mRNAs had higher expression levels than lncRNAs. 

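In the YK18 libraries, the direction depended on whether transcripts listed at 0 were counted. The lncRNAs are those that the paper identified from its own libraries, while the mRNAs are RefSeq accessions, many of them listed at 0. The direction over all listed transcripts thus depends in part on what was listed. Over all listed transcripts the median of the 38222 mRNAs was 0.149 RPKM in replicate 1 and 0.173 RPKM in replicate 2. The median of the 3071 lncRNAs was 2.32 RPKM in replicate 1 and 2.67 RPKM in replicate 2. On the log2(RPKM + 1) scale the median of the mRNAs was thus lower by a mean of -1.59. Among all pairs of 1 mRNA and 1 lncRNA, the mRNA was higher in 37.8% of pairs in replicate 1 and 37.9% in replicate 2, and the lncRNA in 51.8% and 52.1%. With only transcripts above 0 in both libraries, the order was reversed, at a difference of 2.09 on the same scale. The medians were then 19.8 and 21.7 RPKM for 17828 mRNAs and 3.89 and 4.29 RPKM for 2249 lncRNAs, and the mRNA was higher in 71.1% of pairs in replicate 1 and 71.3% in replicate 2. Both directions were the same in each library. The 75th percentile of all listed mRNAs, 14.7 and 16.3 RPKM, was above that of lncRNAs, 5.90 and 6.49 RPKM. The lengths by which the mRNA reads were divided were shorter than those of the lncRNAs. In recovered reads, with no division by length, the medians over transcripts above 0 in both libraries were 35 and 36 reads for mRNAs and 12 and 13 reads for lncRNAs. From its own comparison in FPKM, the paper states that expression of mRNAs was higher.

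**Figure D2:**
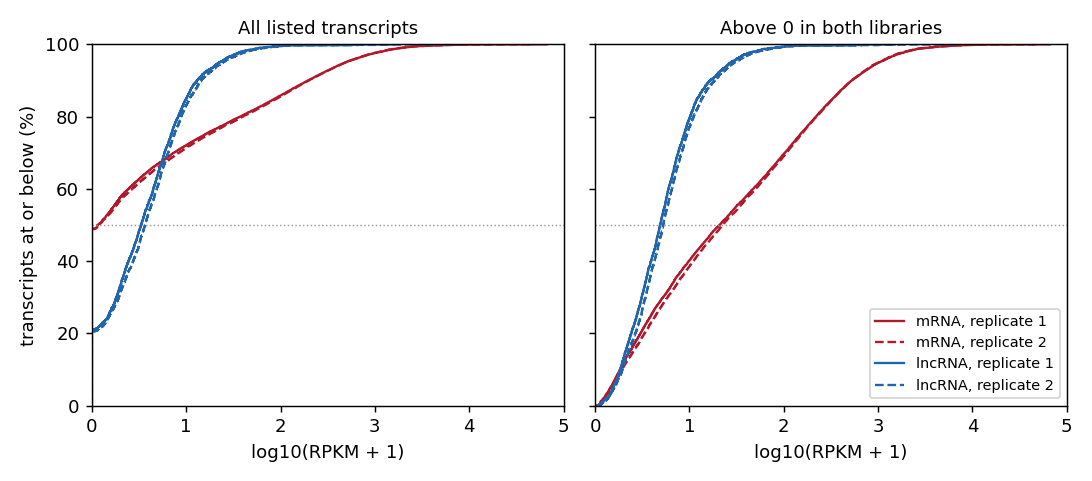
Share of transcripts (%) at or below each level, as log10(RPKM + 1), for mRNAs and lncRNAs in YK18 replicate 1 (solid) and replicate 2 (dashed). Over all listed transcripts on the left, the mRNA curves cross the line of 50% at a lower level than the lncRNA curves; over transcripts above 0 in both libraries on the right they cross it at a higher level.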

At the same time, 1535 differentially expressed mRNAs and 278 differentially expressed lncRNAs were identified in the comparison of Yorkshire pigs on days 32 of pregnancy (YK32) vs. Yorkshire pigs on days 18 of pregnancy (YK18) (Supplementary Table S2 and Table S3).

### 2.2. Feature Identification of AKR1C1

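Of this comparison only the YK18 arm was analysed here, so no test between days was made. AKR1C1 is listed as transcript NM_001044569.1 and was at 21.2 RPKM in replicate 1 and 120.8 RPKM in replicate 2. The mean was 71.0 ± 70.4 RPKM (SD, n = 2 pigs), so the SD was about as large as the mean and 1 pig decided the value. The values came from 23 reads in replicate 1 and 123 reads in replicate 2, at a length of 145 nt. In reads per 1000000 reads this is 3.08 (95% exact binomial confidence interval 1.95 to 4.62) in replicate 1 and 17.5 (14.6 to 20.9) in replicate 2. The intervals cover counting error only, since reads from PCR are not independent molecules. Among transcripts above 0 in both libraries, AKR1C1 stood at percentile 57.7 in replicate 1 and 76.5 in replicate 2. This background joins mRNAs with lncRNAs and the undefined class, whose recovered lengths were longer in the median, so the percentiles depend on these lengths. The log2 ratio of replicate 2 to replicate 1, on the log2(RPKM + 1) scale, was 2.45, and 6 of the 1000 transcripts nearest in mean RPKM had one as large in either direction. The annotation of Sscrofa11.1 gives the symbol AKR1C1 to a second gene, whose 5 listed transcripts were at 0 in both libraries, as was AKR1CL1. The sequences of these related genes were not compared here, and whether the counting left out reads shared between them is not known.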

*AKR1C1* was found to be a differentially expressed gene in the comparisons of YK32 vs. YK18 and Meishan pigs on days 32 of pregnancy (MS32) vs. Meishan pigs on days 18 of pregnancy (MS18). qRT-PCR and Western blot were used to confirm the expression profile of *AKR1C1* (Figure 2A,B). The results revealed that *AKR1C1* had high expression levels in 32–day pregnant endometrium, especially in YK32 samples. The tissue expression profile of *AKR1C1* was also analyzed by qRT-PCR. As shown in Figure 2C, *AKR1C1* had high expression levels in heart, lungs, endometrium, and ovary. Simultaneously, immunohistochemistry results revealed that AKR1C1 protein was located in the endometrium epithelium, including lumen epithelium and glandular epithelium (Figure 2D).

### 2.3. Identification of AKR1C1 Gene Promoter Region

To identify the possible promoter region of *AKR1C1* gene, the 1660bp 5’ flanking sequence fragment of *AKR1C1* gene was amplified. Then, a series of deletion reporter plasmids (Q1–Q6) were constructed (Figure 3A) and transfected into pig kidney (PK) cells and swine testis cells (ST cells) for 24–48 h to analyze the promoter activity (where + 1 was the transcription start site). As shown in Figure 3A, the luciferase activities of Q5 (−564~ + 100) and basic were extremely significantly lower than that of Q4 in both PK and ST cells (−706~ + 100) (*p* < 0.01). This result implied that the *AKR1C1* core promoter region was in the fragment from −706 to −564. The luciferase activity of Q3 (−1022~ + 100) was extremely significantly lower than that of Q4 (−706~+100) (*p* < 0.01), which implied that there were negative regulatory elements (NRE) in the region from −1022 to −706.

The transcription factor binding to the *AKR1C1* core promoter region was predicted by JASPAR (http://jaspar.genereg.net/). There were one CCCTC-binding factor (CTCF) binding site and two antioxidant response elements (AREs) in this region (Figure 3B). Nuclear factor erythroid 2-related factor 2 (NRF2, which is also known as NFE2) was predicted to bind to the two AREs. In this study, there were two NRF2 binding sites in the *AKR1C1* core promoter region. When ARE 1 and 2 were mutated (ARE 1-mut, ARE 2-mut), the luciferase activity decreased extremely significantly in ST cells (*p* < 0.01)(Figure 3C). In PK cells, the luciferase activity of ARE 1-mut was also extremely significantly lower than that of Q4 (*p* < 0.01). These results demonstrated NRF2 may play an important role in the transcriptional regulation of *AKR1C1*.

### 2.4. Feature Identification of XLOC-2222497

*XLOC-2222497* was a differentially expressed lncRNA in our RNA-seq data. qRT-PCR results confirmed its expression profile (Figure 4A). 

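In the YK18 libraries, the table lists lncRNAs by transcript and not by locus, and the locus name XLOC_2222497 was paired with no transcript. A limit could be given, since every lncRNA transcript over 100 RPKM in either YK18 library was paired through the paper's Table S1 with another locus. Any listed transcript of XLOC-2222497 was therefore at or below 100 RPKM in both pigs. This is a wide limit, because 99.5% of the lncRNA transcripts had a mean under 100 RPKM. The YK32, MS18 and MS32 arms were not analysed here.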

*XLOC-2222497* had high expression levels in 32-day pregnant endometrium. The expression level of *XLOC-2222497* in Meishan pigs was higher than that in Yorkshire on day 18 of pregnancy. The tissue expression profile revealed that *XLOC-2222497* was highly expressed in the endometrium (Figure 4B). To investigate the subcellular localization of *XLOC-2222497*, the fluorescent probes of *XLOC-2219602* were transfected into porcine endometrial epithelial cells for RNA fluorescence in situ hybridization (FISH). As shown in Figure 4D, *XLOC-2222497* was mainly located in the nucleus. Cell-fractionation assay obtained the same result (Figure 4C). To predict the coding potential of XLOC-2222497, online software CPC (http://cpc.cbi.pku.edu.cn) was used. As shown in Table 1, XLOC-2222497 had no coding potential.

### 2.5. The Regulation of XLOC-2222497 on AKR1C1

To identify the function of *XLOC-2222497*, antisense oligonucleotide (ASO) was used to decline the expression of *XLOC-2222497*. As shown in Figure 5A, *XLOC-2222497* expression levels were extremely significantly inhibited after the transfection of ASO1 + 2. ASO1 + 2 combined treatment was used in a further experiment and inhibited AKR1C1 mRNA (Figure 5B) and protein (Figure 5C) expression. To further investigate the effect of *XLOC-2222497* on *AKR1C1*, an overexpression plasmid of *XLOC-2222497* was constructed (pcDNA3.1–XLOC-2222497) and transfected into porcine endometrial epithelial cells. As shown in Figure 5D, the overexpression of *XLOC-2222497* significantly promoted the expression of *AKR1C1* at the mRNA level (Figure 5E) and protein level (Figure 5F). These results demonstrated the positive regulation of *XLOC-2222497* on *AKR1C1*.

### 2.6. Progesterone Measurement and Regulation on XLOC-2222497 and AKR1C1

*AKR1C1* plays a key role in the progesterone metabolism process [40]. Therefore, progesterone levels were measured in the serum of Meishan and Yorkshire pigs in different early pregnancy stages (Figure 6A). On days 9, 12, 15, 18 of pregnancy, the level of progesterone in Meishan sows was significantly higher than that in Yorkshire sows (*p* < 0.05). After day 18 of gestation, the level of progesterone in the two breeds tended to be identical. In Meishan pigs, progesterone levels on day 32 of pregnancy were significantly lower than that on day 18 of pregnancy and had an opposite difference with *XLOC-2222497* and *AKR1C1*. Meanwhile, the porcine endometrial epithelial cells were treated with different concentrations of progesterone (P4) for 48 h. As shown in Figure 6B, 100 nmol/L P4 treatment significantly promoted the expression levels of *XLOC-2222497*. P4 treatment in porcine endometrial epithelial cells also promoted the expression of *AKR1C1* (Figure 6C). The Western blot results were consistent with qRT-PCR results (Figure 6D). The above results demonstrated the regulation of progesterone on *XLOC-2222497* and *AKR1C1*.

## 3. Discussion

Progesterone, a natural female hormone, is an essential hormone for pregnancy [46,47]. AKR1C1 belongs to the aldo-keto reductase (AKR) superfamily of nicotinamide adenine dinucleotide phosphate (NADPH)-dependent oxidoreductases [48,49] and has a major role in progesterone metabolism [40,47,50]. Moreover, AKR1C1 can bind to the promoter region of the progesterone receptor and hereby decreases receptor activity [51]. AKR1C1 is expressed ubiquitously [52,53]. Our qRT-PCR result also confirmed the ubiquitous expression of AKR1C1. In steroidogenic tissues, AKR1C1 catalyzes the final steps in progesterone biosynthesis. In peripheral tissues, including steroid hormone target tissues, AKR1C1 converts progesterone to its inactive form of 20-alpha-hydroxy-progesterone and regulates the amount of hormone that can bind to members of the nuclear receptor superfamily, ultimately regulating gene expression [50]. Recent studies showed that AKR1C1 could induce signal transducer and activator of transcription (STAT) activation [54,55], which was involved in pregnancy [56]. In this study, the expression level of progesterone in the serum of pregnant sows decreased from days 18 to 32 of pregnancy, and AKR1C1 was highly expressed on day 32 of pregnancy. These results were consistent with previous studies that AKR1C1 played a critical role in controlling the progesterone concentration [47,57,58,59].

To explore the transcriptional regulation of AKR1C1, luciferase activity assay was performed and demonstrated that the AKR1C1 core promoter region was located in the region from −706 to −564. In this region, there was one CTCF binding site and two AREs. The site-mutation experiment showed that ARE was important for the promoter activity of AKR1C1. NRF2 is a redox-regulated transcription factor that coordinates the basal and inducible expression of a vast array of cytoprotective and antioxidant genes through binding to ARE [60,61,62]. Previous studies also confirmed that NRF2 was a regulator of the AKR1C family via direct binding to the ARE located in the promoter regions of the AKR1Cs [49,63,64]. Wentilactone A (WA) inhibited the expression of AKR1C1 via the insulin like growth factor 1 receptor (IGF-1R)/ insulin receptor substrate 1 (IRS-1)/ phosphatidylinositol 3-kinase (PI3K)/ protein kinase B (AKT)/NRF2 signaling pathway [43]. Accumulation of p62 inhibits Keap1-mediated NRF2 protein degradation by competing with NRF2 for the binding site on Kelch-like enyol-CoA hydratase (ECH)-associated protein 1 (Keap1), a cytosolic repressor protein of NRF2, resulting in transcriptional upregulation of NRF2 downstream genes [65,66]. NRF2 also contains a phosphodegron, phosphorylation of which promotes nuclear export and a return to basal antioxidant signaling. A central regulator of NRF2 in this manner is glycogen synthase kinase 3β (GSK3β) [67]. GSK3β phosphorylates Fyn at the threonine residue. Phosphorylated Fyn accumulates in the nucleus and phosphorylates NRF2, and brings about the nuclear export of NRF2, resulting in NRF2 rebinding Keap1 and being rapidly degraded [68,69]. Wang et al. found the expression levels of AKR1C1 and NRF2 were elevated in progestin-resistant endometrial epithelia. The NRF2/AKR1C1 pathway may represent a new therapeutic strategy for treatment of endometrial hyperplasia/cancer [70].

Due to the powerful and diverse functions of long non-coding RNAs, a large number of lncRNAs have been found and identified. However, few studies focus on lncRNAs related to pig pregnancy. In porcine endometrial tissue, Wang et al. found several differentially expressed lncRNAs that may play a vital role in the process of implantation using RNA sequencing [71,72,73]. In this study, a novel lncRNA *XLOC-2222497* was screened by RNA-seq. The online software CPC was used to predict the coding potential of *XLOC-2222497* and showed no coding potential. Cell-fractionation assay and RNA FISH results demonstrated that *XLOC-2222497* was mainly located in the nucleus. Then the *XLOC-2222497* overexpression and knockdown results showed the positive regulation of *XLOC-2222497* on *AKR1C1*. Furthermore, *XLOC-2222497* and *AKR1C1* were both highly expressed on day 32 of pregnancy, which was consistent with their positive regulation. lncRNAs can regulate the expression of target genes via a variety of mechanisms [74]. Because XLOC-2222497 was mainly located in the nucleus, there were two possible molecular mechanisms underlying the regulation of *XLOC-2222497* on *AKR1C1*: (1) *XLOC-2222497* increased the stability of *AKR1C1* mRNA. (2) *XLOC-2222497* recruited transcription factor to the promoter region of the *AKR1C1* gene to promote the transcription of *AKR1C1*. The specific molecular mechanism needs further studies. In addition, one of the most notable features of lncRNAs is their tissue specificity as compared to protein coding genes [75,76]. The tissue expression profile revealed that XLOC-2222497 was highly expressed in the endometrium, which was consistent with the tissue specificity of lncRNAs. To our knowledge, *XLOC-2222497* is the first identified lncRNA regulating *AKR1C1.*

Moreover, the expression level of *AKR1C1* and *XLOC-2222497* in endometrial cells increased significantly after the treatment of progesterone. This result was consistent with the previous result [77]. The administration of progesterone might activate the NRF2/ARE signal pathway [78]. Ghadiri et al. found that progesterone at both 16 and 32 mg/kg doses induced expression of NRF2 [79]. Byrne et al. revealed norgestrel, an FDA-approved synthetic analog of progesterone, inhibited GSK3β and modulated NRF2 expression at the post-translational level, bringing about its phosphorylation, and subsequent translocation into the nucleus where it bound antioxidant response elements (AREs), bringing about the upregulation of various antioxidants, and detoxifying and cytoprotective genes [69,80,81]. Moreover, cytoplasmic NRF2 expression is significantly correlated with the expression of progesterone receptor (PR), which suggested a possible functional interaction between NRF2 and PR [51]. Taken together, it might corroborate a possible feedback regulation mechanism which merits further investigations: the high progesterone level leads to the increase of *XLOC-2222497* and NRF2 by PR, and thus activates AKR1C1, metabolizing progesterone to its inactive form and maintaining a mutual balance (Figure 7). P4-mediated *XLOC-2222497* and *AKR1C1* expression in the endometrium was conducive to maintaining the stability of the intrauterine environment. In addition, these effects should be also taken into account when exogenous progesterone is administered. The above results demonstrated the important roles of the *XLOC-2222497*/*AKR1C1*/progesterone signaling pathway in pregnancy and provided new potential targets for pregnancy maintenance and its control.

## 4. Materials and Methods

### 4.1. Ethics Statement

In our research, all animal procedures were approved by The Scientific Ethics Committee of Huazhong Agricultural University, Wuhan, China (ID number: HZAUSW2015-017, permitted at February 2015).

### 4.2. Animal Sources and Sample Collection

The experimental populations consisted of four Yorkshire pigs and four Meishan pigs of similar age with genetic background from one commercial herd. All pigs were raised under the same conditions and under a standardized feeding regimen with free access to water. Each breed was randomly assigned to two groups: day 18 (*n* = 2) and day 32 (*n* = 2), and was artificially inseminated at the same time. Uteri were obtained from animals slaughtered on days 18 and 32 of pregnancy. Each uterine horn was flushed with sterile phosphate buffer saline (PBS) (pH 7.4), and subsequently opened longitudinally on the inner side. Samples from the endometrium of Meishan pigs and Yorkshire pigs on days 18 and 32 of pregnancy were taken. Tissue samples were frozen in liquid nitrogen and stored at −80 °C before RNA isolation. All animal procedures were approved by The Scientific Ethics Committee of Huazhong Agricultural University, Wuhan, China (ID number: HZAUSW2015-017, permitted at February 2015).

### 4.3. Library Construction and Sequencing

Total RNA was extracted from the endometrium using the TRIzol reagent (Invitrogen, Life Technologies, CA, USA). The RNA samples were quantitated and subjected to quality inspection. Total DNA was extracted using the TIANamp Genomic DNA kit (Tiangen, CA, China) according to the manufacturer’s protocol.

### 4.4. Identification of Differentially Expressed Genes (DEGs)

First, the expression level of each gene was calculated using the HTseq software (0.6.1) [82], and was normalized based on the reads per RPKM method [83]. Subsequently, DEGs were identified using the R packages DEGseq (1.18.0) [84]. The RNA-seq data was deposited in the Gene Expression Omnibus (accession GSE141564).

### 4.5. Quantitative Real-Time PCR for Gene Expression

MiRNAs and mRNAs were reverse transcribed using the RevertAid First Strand cDNA Synthesis Kit (Thermo, Wuhan, China) in accordance with the manufacturer’s instructions. qPCR was performed using a standard UltraSYBR Mixture (CWBIO, Beijing, China) in the Roche LightCyler 480 system (Roche, Mannheinm, Germany) according to the manufacturer’s instructions. Porcine *β-actin* gene was used as the endogenous control gene for mRNA RT-PCR. The RT-PCR data were analyzed using the 2^-∆∆CT^ method, as previously described [85]. The relative fold changes of mRNA expression were quantified by normalizing the cycle threshold (CT) value of the experimental gene to the mean CT value of the control β-actin gene.

### 4.6. Western Blot

Cells were split by radioimmunoprecipitation assay (RIPA) buffer (Beyotime, Jiangsu, China) and supplemented with 0.01% of phenylmethanesulfonyl fluoride (PMSF) (Beyotime, Jiangsu, China). The protein was separated by sodium dodecyl sulfate (SDS) polyacrylamide gel electrophoresis, and then was transferred to a polyvinylidene fluoride (PVDF) membrane (Millipore, Boston, USA). Next, the protein was incubated with the corresponding primary antibody and secondary antibody. Antibodies included AKR1C1 (1:1000, ABclonal, Wuhan, China), and β-actin (1:1000, Boster, Wuhan, China).

### 4.7. Cell Culture and Transfection

Primary endometrial cells were isolated from the uteri of Yorkshire pigs. For in vitro culture of endometrial cells, PBS (pH = 7.4) was used to wash the external surface of the uteri. When opened longitudinally, the endometrium was separated from the myometrium by using a sterilized blade. The endometrium tissues were collected and flushed with PBS (pH = 7.4). Minced tissues mixed with Dulbecco’s modified eagle medium/Nutrient mixture F-12 (DMEM/F-12) (Hyclone, Logan, USA) culture medium containing 0.1% collagenase I were placed in a 5% CO_2_ incubator at 37 °C for 2.5 h, and the mixture was shaken every half hour. The DMEM/F-12 culture medium containing 10% fetal bovine serum (FBS) (CLARK, Richmond, USA) supplemented with 1% penicillin–streptomycin was used to terminate the digestion. Afterwards, the mixture was filtered by using the sterilized cell screen and the solution was transferred to the tube. The precipitates were collected to release the endometrial cells after twice centrifugation. The porcine endometrium cells were maintained at 37 °C in a humidified atmosphere containing 5% CO_2_ in Dulbecco’s modified Eagle medium (Hyclone, Logan, USA) supplemented with 10% fetal bovine serum (FBS) (CLARK, Richmond, USA). Epithelial and stromal cells were isolated by the differential adhesion method. The purified epithelial cells were plated and grown until they reached 70–80% confluent. Then, overexpression plasmid and small interfering RNAs (siRNAs) were transfected using lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA).

### 4.8. Immunohistochemistry

Partial samples of the endometrium from Meishan pigs and Yorkshire pigs were fixed in 4% formaldehyde solution to make a paraffin section. The immunohistochemistry analysis was performed following the procedures: xylene dewaxing, xylene replaced by gradient alcohol, treatment of peroxide, antigen repair, serum blocking, anti-AKR1C1 incubation, secondary antibody incubation, diaminobenzidine (DAB) coloration, hematoxylin staining, 0.5% hydrochloric acid differentiation, wash with water, gradient alcohol dehydration, xylene transparentization, and mounting. Stained slices were observed under a 400-fold microscope.

### 4.9. Endocrinologic Measurement

Progesterone levels of serum from Yorkshire pigs and Meishan pigs on days 9, 12, 15, 18, and 32 of pregnancy were measured by an enzyme linked immunosorbent assay (ELISA) kit (Fusheng, CA, China) according to the manufacturer’s protocol. The brief steps are described as follows: standard preparation, sample dilution and incubation, incubation of conjugate reagent, coloration, and spectrophotometry. There were three Yorkshire pigs and two Meishan pigs in each stage.

## 5. Conclusions

This study investigated long non-coding RNA regulation in the endometrium of Yorkshire and Meishan pigs at different days of pregnancy using high-throughput sequencing. We first identified an AKR1C1-related lncRNA in porcine endometrium. Further experimental results showed that *XLOC-2222497* regulated *AKR1C1* in porcine endometrial epithelial cells, thus participating in the regulation of progesterone metabolism. This study provides valuable information for future transcriptome studies of porcine endometrium, and the molecular regulation of pregnancy.

## Figures and Tables

**Figure 1:**
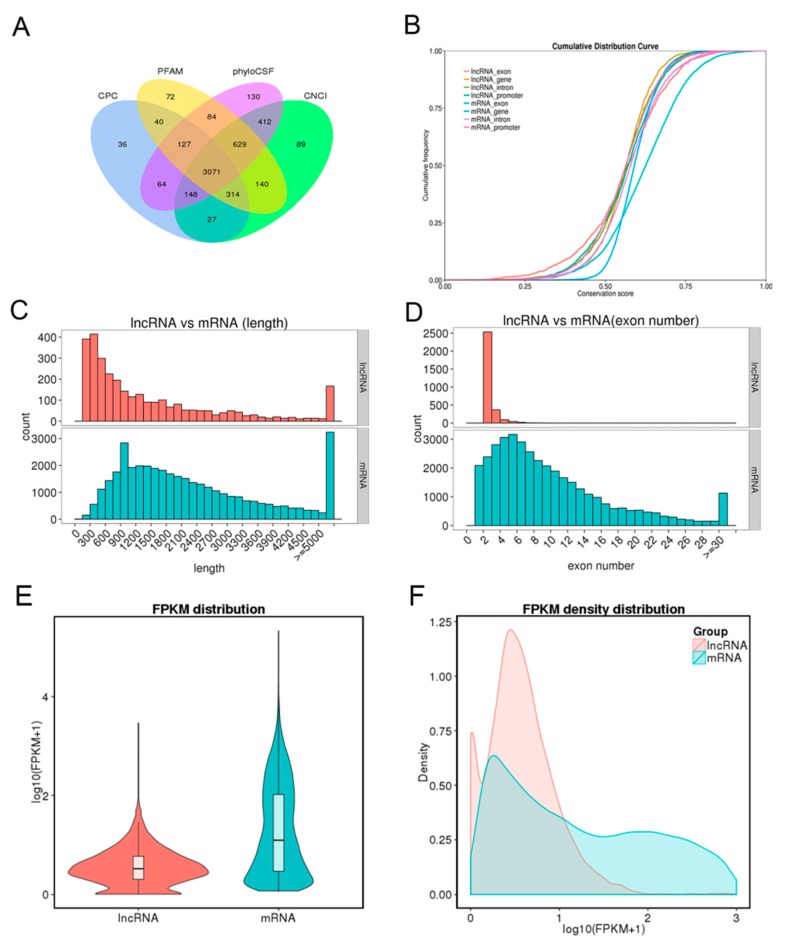
Long non-coding RNA (lncRNA) identification and comparative analysis. (**A**) Identification of lncRNAs by coding potential calculator (CPC), protein families (Pfam), phylogenetic codon substitution frequency (PhyloCSF), and coding-non-coding index (CNCI) softwares. (**B**) Conservation analysis of lncRNAs and mRNAs. (**C**) Distribution of transcript length. Red for lncRNAs and cyan for mRNAs. (**D**) Distribution of exon number per transcript. Otherwise, as in C. (**E**) Fragments per kilobase per million (FPKM) distribution of lncRNAs and mRNAs. (**F**) FPKM density distribution of lncRNAs and mRNAs.

**Figure 2:**
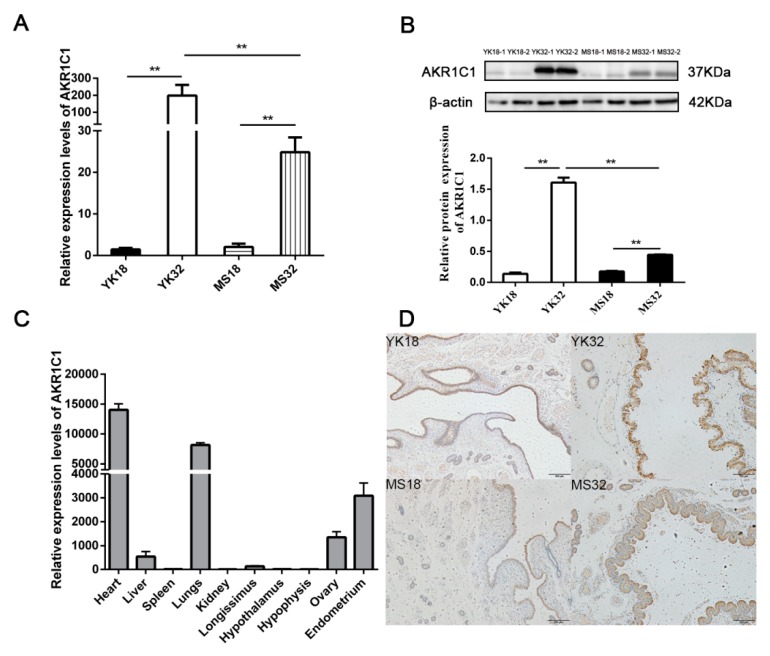
Feature identification of *AKR1C1*. (**A**) RNA expression profile of *AKR1C1* in the endometrium from Meishan and Yorkshire pigs on days 18 and 32 of pregnancy by qRT-PCR. ** represents *p* < 0.01. (**B**) Protein expression profile of *AKR1C1* in the endometrium from Meishan and Yorkshire pigs on days 18 and 32 of pregnancy by Western blot. Down diagram: quantification of Western blot results, ** represents *p* < 0.01. (**C**) Expression profile of *AKR1C1* by qRT-PCR in different tissues. (**D**) Immunohistochemistry result of AKR1C1 in the endometrium.

**Figure 3:**
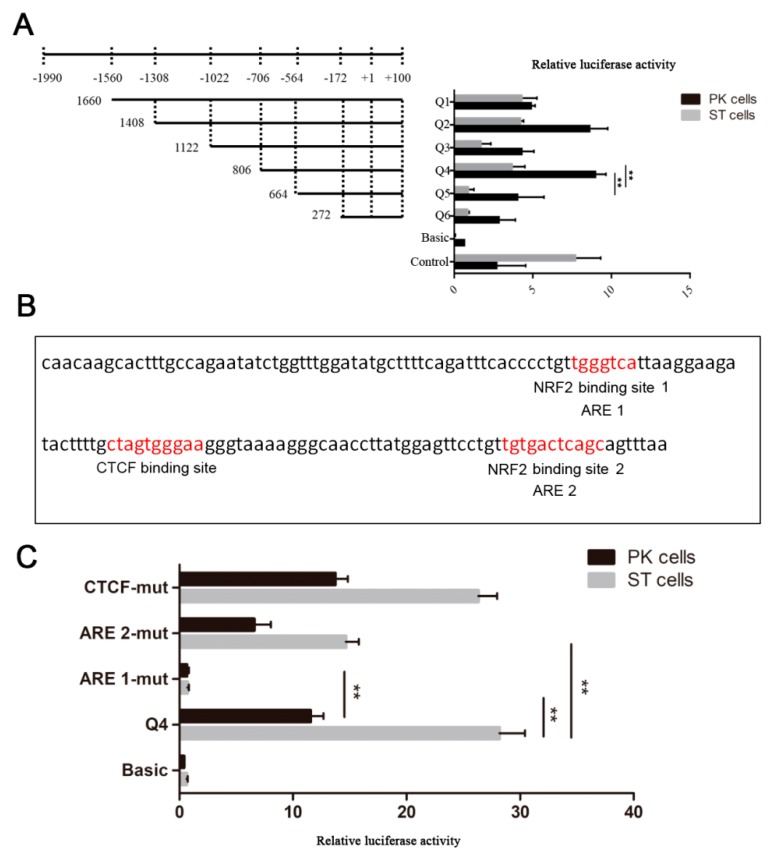
Identification of *AKR1C1* gene promoter region. (**A**) Luciferase activity assay of *AKR1C1* gene promoter. Left: schematic diagram of recombinant plasmids. Right: luciferase activity assay of recombinant plasmids in pig kidney cells (PK cells) and swine testis cells (ST cells). pGL3-basic plasmid was used as negative control. pGL3-control plasmid was used as positive control. ** represents *p* < 0.01. (**B**) Transcription factor prediction of *AKR1C1* core promoter region. Red means potential binding sites of transcription factor. (**C**) Luciferase activity assay of site mutant plasmid. pGL3-basic plasmid was used as negative control. Q4 plasmid was used as positive control. ** represents *p* < 0.01.

**Figure 4:**
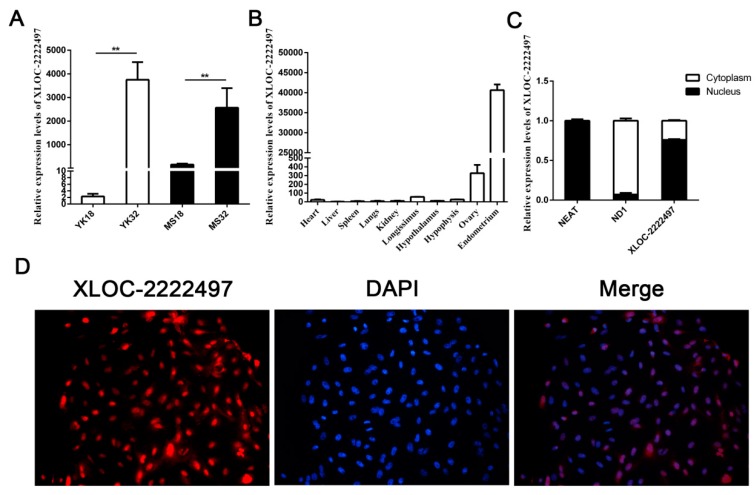
Feature identification of *XLOC-2222497*. (**A**) RNA expression profile of *XLOC-2222497* in the endometrium from Meishan and Yorkshire pigs on days 18 and 32 of pregnancy by qRT-PCR. ** represents *p* < 0.01. (**B**) Expression profile of *XLOC-2222497* in different tissues. (**C**) qRT-PCR results of *XLOC-2222497* cell-fractionation assay. (**D**) RNA fluorescence in situ hybridization (FISH) results of *XLOC-2222497* for subcellular localization. Red fluorescent probe: *XLOC-2222497*; blue fluorescent probe: 4’, 6-diamidino-2-phenylindole (DAPI).

**Figure 5:**
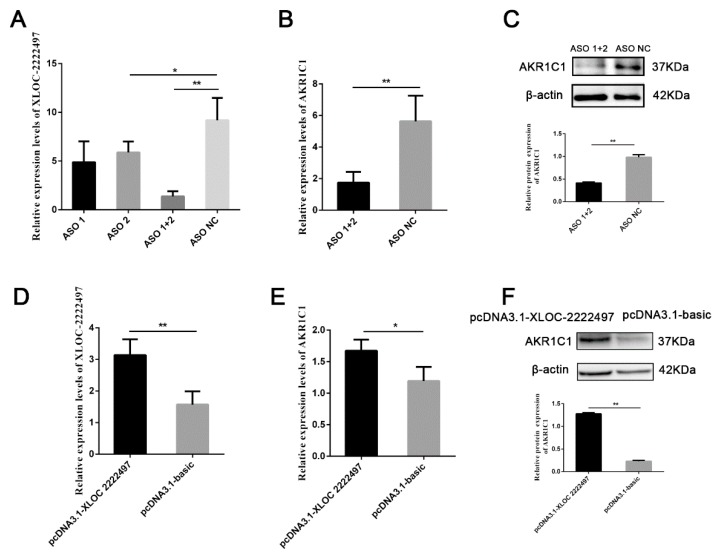
The regulation of *XLOC-2222497* on *AKR1C1*. (**A**) qRT-PCR results of antisense oligonucleotide (ASO) knockdown efficiency detection. * represents *p* < 0.05. ** represents *p* < 0.01. (**B**) qRT-PCR results of *AKR1C1* after the transfection of ASOs. ** represents *p* < 0.01. (**C**) Western blot results of AKR1C1 after the transfection of ASOs. Down diagram: quantification of Western blot results, ** represents *p* < 0.01. (**D**) qRT-PCR results of *AKR1C1* overexpression efficiency detection. ** represents *p* < 0.01. (**E**) qRT-PCR results of *AKR1C1* after the transfection of pcDNA3.1–XLOC-2222497. * represents *p* < 0.05. (**F**) Western blot results of AKR1C1 after the transfection of pcDNA3.1–XLOC-2222497. Down diagram: quantification of Western blot results, ** represents *p* < 0.01.

**Figure 6:**
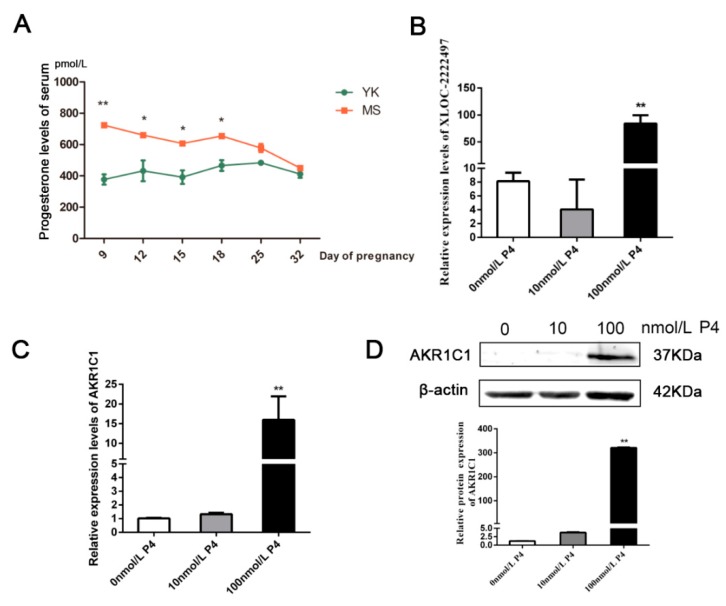
Progesterone measurement and regulation on *XLOC-2222497* and *AKR1C1*. (**A**) Progesterone levels in serum of Meishan and Yorkshire pigs at different pregnancy stages. * represents *p* < 0.05, ** represents *p* < 0.01,. (**B**) Expression levels of *XLOC-2222497* after the treatment of progesterone in porcine endometrial epithelium cells. ** represents *p* < 0.01. (**C**) RNA expression levels of *AKR1C1* after the treatment of progesterone in porcine endometrial epithelium cells. ** represents *p* < 0.01. (**D**) Protein expression levels of AKR1C1 after the treatment of progesterone in porcine endometrial epithelium cells. Down diagram: quantification of Western blot results, ** represents *p* < 0.01.

**Figure 7:**
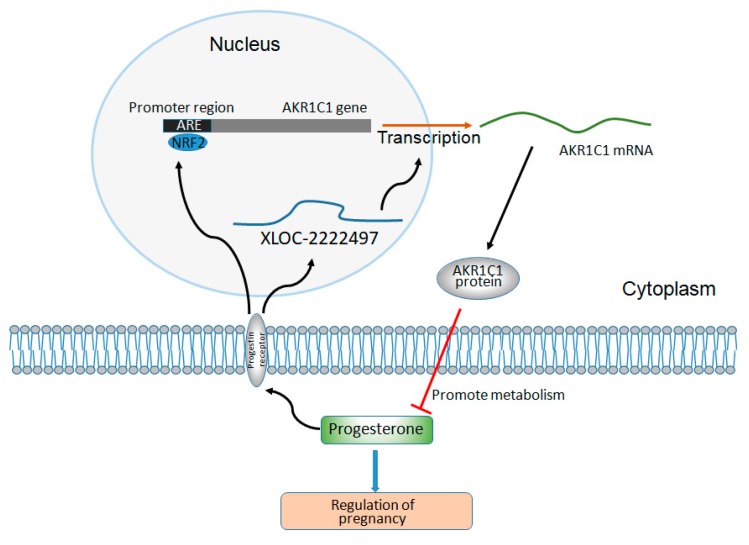
The regulation diagram of *XLOC-2222497, AKR1C1*, and progesterone.

**Table 1:** The predicted coding potential of *XLOC-2222497.*

Gene	Coding/Non-Coding	Coding Score
*XLOC-2222497*	Non-coding	-0.589266
*AKR1C1*	Coding	6.60874
*NEAT1*	Non-coding	-1.21743

(Coding score <0 means no coding potential; coding score >0 means certain coding potential).

## Supplementary Materials

The following are available online at https://www.mdpi.com/1422-0067/21/9/3232/s1. Supplementary Table S1: List of highly expressed lncRNAs with RPKM >100. Supplementary Table S2: Differentially expressed mRNA between YK32 and YK18. Supplementary Table S3: Differentially expressed lncRNA between YK32 and YK18.

# Supplementary material for: The Interaction of lncRNA XLOC-2222497, AKR1C1, and Progesterone in Porcine Endometrium and Pregnancy
**Source:** Int J Mol Sci. 2020 May 2;21(9):3232. doi: 10.3390/ijms21093232
**Supplement:** Supplementary file 1

**Table S1. List of highly expressed lncRNAs with RPKM>100**

| DB1801       | RPKM    | DB1802       | RPKM    | DB3201       | RPKM    | DB3202       | RPKM    |
|--------------|---------|--------------|---------|--------------|---------|--------------|---------|
| XLOC_3841932 | 1514.36 | XLOC_3841932 | 7212.09 | XLOC_1890946 | 3757.31 | XLOC_3841932 | 4309.99 |
| XLOC_1938806 | 685.50  | XLOC_2995004 | 1968.04 | XLOC_3841932 | 2445.85 | XLOC_1890946 | 2802.77 |
| XLOC_2995004 | 684.33  | XLOC_3841932 | 1314.75 | XLOC_3841932 | 792.04  | XLOC_3841932 | 762.10  |
| XLOC_2219602 | 668.84  | XLOC_2995004 | 1039.62 | XLOC_2995004 | 653.51  | XLOC_2995004 | 625.16  |
| XLOC_543878  | 588.52  | XLOC_2219602 | 994.45  | XLOC_2995004 | 427.28  | XLOC_2995004 | 435.70  |
| XLOC_2221176 | 569.17  | XLOC_1938806 | 660.05  | XLOC_1938806 | 334.22  | XLOC_2219602 | 394.52  |
| XLOC_3841932 | 496.54  | XLOC_2221176 | 567.32  | XLOC_1822528 | 319.28  | XLOC_1938806 | 349.68  |
| XLOC_2995004 | 269.99  | XLOC_543878  | 363.15  | XLOC_2412402 | 203.52  | XLOC_2221176 | 304.57  |
| XLOC_2412402 | 169.56  | XLOC_2412402 | 166.05  | XLOC_543878  | 193.17  | XLOC_1822528 | 230.80  |
| XLOC_546566  | 124.84  | XLOC_2831661 | 135.52  | XLOC_2639652 | 181.45  | XLOC_2412402 | 192.81  |
| XLOC_3293032 | 118.43  | XLOC_3293032 | 125.61  | XLOC_2221176 | 143.93  | XLOC_543878  | 180.81  |
| XLOC_2831661 | 115.65  | XLOC_2017489 | 122.83  | XLOC_2219602 | 121.98  | XLOC_2531070 | 109.46  |
| XLOC_508308  | 104.66  | XLOC_546566  | 122.40  |              |         | XLOC_546566  | 104.80  |
| XLOC_3038776 | 102.11  | XLOC_2238416 | 104.08  |              |         |              |         |
| XLOC_1001671 | 101.39  | XLOC_1001671 | 100.09  |              |         |              |         |

| MS1801       | RPKM    | MS1802       | RPKM   | MS3201       | RPKM    | MS3202       | RPKM    |
|--------------|---------|--------------|--------|--------------|---------|--------------|---------|
| XLOC_2219602 | 2181.00 | XLOC_2219602 | 868.72 | XLOC_3841932 | 4310.78 | XLOC_3841932 | 1613.54 |
| XLOC_3841932 | 1753.76 | XLOC_3841932 | 686.86 | XLOC_1890946 | 3380.87 | XLOC_1890946 | 1227.03 |
| XLOC_2995004 | 1625.38 | XLOC_1938806 | 542.56 | XLOC_3841932 | 1028.54 | XLOC_2219602 | 1117.87 |
| XLOC_2995004 | 1207.82 | XLOC_543878  | 367.68 | XLOC_2219602 | 775.10  | XLOC_3841932 | 461.77  |
| XLOC_543878  | 873.90  | XLOC_3841932 | 342.23 | XLOC_1822528 | 421.49  | XLOC_1938806 | 346.97  |
| XLOC_1938806 | 824.83  | XLOC_2995004 | 278.67 | XLOC_1938806 | 329.04  | XLOC_2995004 | 304.04  |
| XLOC_2221176 | 365.99  | XLOC_2221176 | 189.70 | XLOC_2995004 | 212.78  | XLOC_2995004 | 261.23  |
| XLOC_3841932 | 343.46  | XLOC_2412402 | 181.16 | XLOC_2995004 | 210.88  | XLOC_2221176 | 165.55  |
| XLOC_1491321 | 134.50  | XLOC_2995004 | 179.01 | XLOC_2412402 | 169.77  | XLOC_2412402 | 141.48  |
| XLOC_141729  | 112.37  | XLOC_1890946 | 177.48 | XLOC_2531070 | 160.47  | XLOC_2531070 | 139.18  |
| XLOC_911471  | 109.62  | XLOC_546566  | 116.80 | XLOC_2221176 | 148.67  | XLOC_1822528 | 126.68  |
| XLOC_2412402 | 108.27  | XLOC_665343  | 101.66 | XLOC_2017489 | 117.39  | XLOC_543878  | 100.06  |
| XLOC_018738  | 105.54  |              |        |              |         |              |         |
| XLOC_2540878 | 102.26  |              |        |              |         |              |         |

How the deposited data were processed for this re-analysis (not part of the article)

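Endometrium of 2 Yorkshire pigs on day 18 of pregnancy (YK18, replicate 1 and replicate 2) was analysed, with 1 RNA-seq library per pig. The samples were named from their labels and the paper. The YK32, MS18 and MS32 libraries were not analysed here, so there was 1 condition and no test between conditions.

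The authors counted reads per transcript with HTSeq and deposited RPKM values, with 1 column per library. The paper's text names no aligner, genome build or filter. The unit was taken as deposited and no count model was fitted, because the values are not counts. Values were read with Python 3.11.15 and pandas 2.3.3, statistics were computed with numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

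The number of reads behind each RPKM value was worked out from the steps of low values. The totals behind the RPKM were 7466979 reads in replicate 1 and 7023108 in replicate 2. They are near the reads counted on the listed transcripts, so reads left uncounted may lie outside them, and they do not give the sequencing depth. For each transcript the smallest length up to 20000 nt was taken at which both libraries gave whole reads. The true length and reads are whole multiples of these. In simulated data of 24362 transcripts, both totals were recovered exactly, and the length was exact for 83.7% of transcripts and exact or a divisor for 100%. Exact binomial tests on these reads compare the 2 libraries, not conditions, and are conservative where a common factor was lost. They treat reads as independent molecules, which reads from PCR are not, and so cover counting error only. In simulated data of 16669 transcripts of which 200 were changed 4-fold, all 200 had an adjusted p-value under 0.05, and so had 11 unchanged transcripts.

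Levels are RPKM as deposited. Ratios between the libraries are on the log2(RPKM + 1) scale, over transcripts with a mean of at least 1 RPKM unless stated. Rows of a gene were summed for gene lists. Symbols came from the RefSeq annotation of Sscrofa11.1, which matched 16072 of 38222 mRNA accessions (42.0%) and 11071 genes, and no coordinates were used.

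A rule for the genes named in the text was set before the data were examined. It covers those the paper names and the lncRNAs of the paper's Table S1, the 5 transcripts with the highest mean, and the 5 with the largest log2 ratio in each direction among transcripts with a mean of at least 5 RPKM. It also covers members of a gene list with a percentile under 2.5 or over 97.5. Outside this rule, EEF1A1, FTL, FTH1, KRT8, GAPDH, SOX11, EPCAM, CDH1, KRT18, KRT19, CLDN4 and CXCL14 were named after their values had been seen, and the further skeletal muscle genes as members of a list added later. Lists for epithelium, glandular secretion, stroma, smooth muscle, erythrocytes, endothelium, leukocytes, trophectoderm, interferon response, NRF2 targets, proliferation, ribosomal proteins, mitochondrially encoded genes and immediate early genes were written at the same time. The list of skeletal muscle genes and the trophectoderm list without IFNG were written after values of other genes had been seen. The median log2 ratio of a list was set against 10000 random lists of the same size, each gene drawn from the 200 genes nearest in mean. In a test on 200 random lists of 7 genes from 6474 genes, 13 lay outside the percentiles 2.5 and 97.5 with no change added, and 198 lay above 97.5 with a log2 shift of 1. As these were random genes, the test does not cover lists whose genes move together between pigs.

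The alternatives were other pseudocounts, other filters on low values, rescaling of each library, each replicate left out, other thresholds, and the members of lists. Recovered reads in place of RPKM were added after the data had been seen.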

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

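The tests below were chosen after the largest differences between the 2 YK18 libraries had been seen, but the values of the muscle genes in the test list had not been looked at. The transcripts are ones the paper does not discuss, with reads above the 3 reads that a count of 0 allows.

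Of the 5 transcripts with the largest log2 ratio toward replicate 1, 3 had matched names and encode skeletal or cardiac muscle proteins. TNNC1 had 60 reads in replicate 1 and 0 in replicate 2, CKM had 151 and 1 reads, and MYH1 had 105 and 1 reads. The others were NM_001246214.1 with 90 and 0 reads and XM_003482017.2 with 171 and 2 reads, both without a matched name. A candidate explanation is skeletal muscle RNA in the replicate 1 sample. Of 19 further muscle genes, 15 were listed and 7 had a mean of at least 1 RPKM. All 7 were higher in replicate 1, with a median log2 ratio of -1.81, lower than in all 10000 random lists. Over all 15 listed genes, including those at 0, the median was smaller in size, -0.67, still at percentile 0. MYH2 had 33 reads in replicate 1 and 1 in replicate 2, MYL3 31 and 4, and MYLPF 27 and 2. All 7 also had reads in replicate 2, and none is in another list. The 15 genes together had 163 reads in replicate 1 and 34 in replicate 2, which is 0.00218% and 0.000484% of the reads behind the RPKM. Muscle genes seen before, TNNC1, CKM and MYH1 among them, are outside these sums, so the sums are not all muscle reads. Against this, ACTA1, among the most abundant transcripts of muscle, had 1 read in replicate 1 and 0 in replicate 2. MYL2, TNNT1, TNNT3, ENO3, ATP2A1 and ACTN3, 6 of the 15 genes, were listed at 0 in both libraries. Genes that every cell uses are also listed at 0 in this table, so these zeros do not exclude muscle RNA. The smooth muscle list had a median log2 ratio of -0.14 over 3 genes, at percentile 15.9. These 3 smooth muscle genes differed little between replicate 1 and replicate 2. DES had 69 and 59 reads, CALD1 26 and 21, and TAGLN 8 and 7. Their log2 ratios ran from -0.20 to -0.08, while those of the 7 skeletal muscle genes ran from -4.37 to -0.67. For these genes, the values argue against myometrium as the source of the whole pattern. ACTA2, CNN1 and MYLK are listed at 0 in both libraries and give no value, so a smaller share of myometrium stays open. A difference between the pigs in the endometrium itself was not tested.

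Of the 5 transcripts with the largest log2 ratio toward replicate 2, LOC100513601 had 0 reads in replicate 1 and 199 in replicate 2, at 410.7 RPKM. XM_005655792.1, without a matched name, had 1 and 638 reads and was at 826 RPKM in replicate 2. XM_003125991.4 had 0 and 31 reads, TTR had 0 and 29 reads, and XM_005654004.1 had 3 and 93 reads. No list of genes was tested for this group, and no technical or biological explanation was tested.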

How the results depend on the processing

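No paired analysis was possible because the 2 libraries are of 1 condition. XLOC-2222497 was paired with no transcript, so none of its alternatives gave a value. No mitochondrially encoded gene is listed, so leaving these out gave no value either.

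The comparison of mRNAs with lncRNAs changed direction with the filter. Over all listed transcripts the median of mRNAs was lower by a log2 difference of -1.59. With transcripts above 0 in both libraries it was higher, by 2.09, and with a mean of at least 1 RPKM by 2.45. The alternative's own construction shows the cause, since 44.5% of mRNAs and 14.9% of lncRNAs are listed at 0 in both libraries. With a pseudocount of 0.1 the difference was -3.31, with 0.01 it was -3.87 and on the log10 scale -0.478. Across the 2 fits that each left out one replicate it ran from -1.65 to -1.53. In recovered reads, an alternative chosen after seeing the data, it was -1.58 over all listed transcripts.

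The SD of the log2 ratio between the libraries was 0.73 and rose to 1.14 with a pseudocount of 0.1 and to 1.58 with 0.01. With each library rescaled to a sum of 1000000 it was 0.48, where the same pseudocount is larger against the values. The number of transcripts that differed at least 2-fold was 2642. It rose to 3723 with a pseudocount of 0.1, to 3826 with 0.01 and to 3507 with all genes listed. It fell to 1107 with a mean of at least 5 RPKM and to 855 with the sum of 1000000. 

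The 13 lncRNA transcripts over 100 RPKM in both libraries became 37 over 50, 8 over 200 and 6 with the sum of 1000000. The number of transcripts above 0 in both libraries, 21660, fell to 10819 at 10 RPKM. The share of summed RPKM, 6.42% for the top 10 transcripts, was 15.4% for the top 50 and 22.3% for the top 100. The number of the 13 gene lists with a median outside the central 95% of random lists was 4. It was 4 with a pseudocount of 0.1, with each library rescaled by its 75th percentile and with rescaling by the median ratio, and 7 with all members listed, when stroma, smooth muscle and glandular secretion were added. These additions rest on members with few or no reads and say nothing about those tissues. For smooth muscle ACTA2, CNN1 and MYLK are at 0 in both libraries, for stroma COL1A2 has 1 and 0 reads, and for glandular secretion SPP1 is at 0 and FOXA2 has 1 and 3 reads. The lists were not run with a pseudocount of 0.01 or with the sum of 1000000.

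AKR1C1 was at 71.0 RPKM in the mean, and at 21.2 without replicate 2 and 120.8 without replicate 1, so each library decides the value. In recovered reads per 1000000 reads, an alternative chosen after seeing the data, it was 10.3. With the sum of 1000000 it was 16.6, within 1 SD of the main value only because that SD is 70.4. The percentile of AKR1C1 and of its family was 67.1, and 83.7 among all listed genes. For 7 genes of the progesterone and NRF2 model, without XLOC-2222497, the median level was 71.0 RPKM and fell to 16.6 with the sum of 1000000. These are the values of AKR1C1, the middle gene of the 7, and so no separate result. SQSTM1 entered this median at its listed 0. The median ran from 64.8, the value of NFE2L2, to 120.8, the value of AKR1C1, across the fits that each left out 1 replicate. The percentile of the set, 69.2, was 84.7 among all listed genes, and both are values of NFE2L2. For 5 single genes of the model, 14 values moved by more than 1 SD and 6 did not. Rescaling to the sum of 1000000 lowers every level, and counting all listed genes raises the percentile of every gene above 0. Moves under these settings were fixed in advance and say nothing about the genes. Leaving out a replicate is not counted among the 14 and 6 values. With 2 pigs it moves a mean by the same part of the SD whatever the values.

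With 2 pigs, the spread between pigs is known only roughly, and the 23 reads of AKR1C1 in replicate 1 limit its ratio.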

Differences from the paper's values

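The paper's median of log10(FPKM + 1) of mRNAs is about 1.1 in Fig. 1E, read by eye, over all its libraries, and that of log10(RPKM + 1) over all listed mRNAs of the 2 YK18 libraries was 0.0649. With transcripts above 0 in both libraries it was 1.34 and with a mean of at least 1 RPKM 1.47, and under these 2 alternatives set before the data were examined the values, both above the paper's, differed by less than the limit set for a difference. The difference did not close without either replicate. The other pseudocounts can only lower the values, and the log10 scale is the one already used here, so these settings could not close it. The same 2 filters moved the median of lncRNAs away from the paper's, about 0.5 in Fig. 1E, read by eye, from 0.543 over all listed lncRNAs to 0.706 and 0.728. The paper's figure covers libraries not analysed here.

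The paper states that mRNAs had higher expression levels than lncRNAs, whereas over all listed transcripts of YK18 the median of mRNAs was lower by a log2 difference of -1.59. With transcripts above 0 in both libraries it was higher by 2.09, and with a mean of at least 1 RPKM by 2.45. The lncRNAs were identified from the paper's own libraries, while the mRNAs are RefSeq accessions, many of them listed at 0. The lower median over all listed transcripts can therefore come from what was listed, and is not evidence against the paper's statement.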

Other observations

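The tests in this part were chosen after the results they concern had been seen. The levels and gene lists named in the study design were set before the data were examined.

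RPKM values summed to 4279448 in replicate 1 and 4272865 in replicate 2, which means an average length in the denominator near 234 nt. A candidate explanation is that lengths shorter than the transcripts entered the RPKM. Of the mRNAs with a mean of at least 20 reads, 66.7% had a recovered length under 300 nt, with a median of 212 nt, against a median of 1070.5 nt for such lncRNAs. The recovered length of GAPDH was 110 nt and that of COL3A1 93 nt, while SOX11 had 2864 nt. The recovered length is the smallest that fits, so that of a single gene may be too short. A related hypothesis is that the reads of mRNAs were counted over more of the transcript than this length. Over 10234 mRNAs the Spearman correlation of reads and length was 0.0554, within the range of 0.0411 to 0.0893 of 100 shuffles of the lengths, while over 888 lncRNAs it was 0.57. These correlations are across transcripts, which are not independent. Both tests are consistent with RPKM of mRNAs and lncRNAs that are not on one scale, and the annotation behind the lengths was not seen.

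Among the 16072 mRNA transcripts matched to a gene, those of genes with 1 matched transcript were at 0 in both libraries in 21.1% of cases, and those of genes with 2 or more in 70.8%. A candidate explanation is that reads shared between transcripts of a gene were left uncounted. The share rose at each step, to 60.9% with 2 transcripts, 72.5% with 3 and 88.6% with 6 or more. Minor isoforms that are not expressed would raise it too, but genes with all transcripts at 0 also rose, from 21.1% to 40.4% with 2 transcripts and 53.4% with 6 or more. EEF1A1 and FTH1, each with 2 matched transcripts, are at 0 in both libraries, and so are FTL and KRT8, with 1 each. Sharing within a gene was not tested for genes with 1 matched transcript, because the other mRNA transcripts were matched to no gene and their genes are not known. No biological explanation other than unexpressed minor isoforms was considered.

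AKR1C1 had a log2 ratio of 2.45 between the 2 pigs of YK18, and an exact binomial test of its 23 and 123 reads, which compares those libraries and not conditions, gave p = 3.3e-19. A scaling of the libraries is argued against by the median log2 ratio of 0.0592 over all transcripts with a mean of at least 1 RPKM. A larger share of epithelium, where the paper locates the protein, is argued against by the epithelium list. Of its genes with at least 100 reads in a library, CLDN4 had the highest log2 ratio, 0.31, EPCAM 0.01, CDH1 -0.29 and KRT18 -0.61. KRT19, at a log2 ratio of 0.96 and 268 and 522 RPKM, rose more but was left out of this test by its 6 and 11 recovered reads, which are the smallest that fit and can be too low. A larger share of glands stays open, as the glandular secretion list was at percentile 96.5, with CXCL14 at a log2 ratio of 2.07 and the other 3 genes at 0.61 or lower. Reads shared with other AKR1C genes stay open too, as no sequences were compared. The other AKR1C1 and AKR1CL1 transcripts had 0 reads in both libraries, so none were assigned to them, but reads that fit several genes and were left out would not be seen. A difference between pigs in AKR1C1 itself was not tested.

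Between the 2 pigs of one group, 2642 of 20166 transcripts differed at least 2-fold, 1721 higher in replicate 2 and 921 higher in replicate 1. In exact binomial tests of the reads of 16669 transcripts, 3833 had a Benjamini-Hochberg adjusted p under 0.05, of which 992 also differed at least 2-fold. Of the 1596 lncRNAs among them 270 passed, and 141 of these differed at least 2-fold. These tests compare the libraries and take no account of the spread between pigs. They cover counting error only, since reads from PCR are not independent molecules.

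Of the gene lists, 3 were higher in replicate 2 than random lists matched on mean. The genes of a list can move together between pigs, while random lists draw each gene separately. The percentiles can therefore overstate how unusual a list is. Immediate early genes had a median log2 ratio of 0.84 (percentile 99.99) with FOS at 2.24, JUNB at 1.36 and DUSP1 at 1.29. Leukocytes had 0.51 (percentile 99.4) with LYZ at 1.78 and PTPRC at 0.68, and erythrocytes 1.25 (percentile 99.3) with HBB at 1.25. The erythrocyte median is the value of HBB, which had 4372 and 9770 reads. The other erythrocyte genes tested had few reads, HBM 2 and 11 and SLC4A1 5 and 7. The lowest percentile of these 3 lists under the 4 alternatives run for the lists was 97.9, for erythrocytes with a pseudocount of 0.1. The trophectoderm list was lower in replicate 2, at -0.95 (percentile 0.16). The median log2 ratio was 0.01 for epithelium (percentile 50.96), 0.54 for glandular secretion, 0.04 for stroma (58.8), -0.14 for smooth muscle (15.9), -0.04 for endothelium (34.1) and 0.07 for interferon response (75.9). It was -0.04 for NRF2 targets (23.1), 0.04 for proliferation (45.7) and 0.05 for ribosomal proteins (75.1), and no mitochondrially encoded gene is listed. The rescalings by 75th percentile and by median ratio lower all ratios nearly alike, so some list medians just above 0 changed sign, while no percentile moved by more than 1.85 percentage points, the move of the interferon response list. With all members listed, stroma was at -0.30 (percentile 1.61), smooth muscle at -0.04 (2.27) and glandular secretion at 0.44 (97.7). These moves came from members with few or no reads. The trophectoderm list with all members listed was at percentile 1.23, with ELF5, GATA3 and HAND1 at 0 in both libraries. No explanation was tested for the immediate early, leukocyte and erythrocyte lists. Differences between pigs, in blood left in the sample and in handling time stay open.

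IFNG had 911 reads in replicate 1 and 112 in replicate 2, at 682 and 89.1 RPKM. Conceptus RNA in the replicate 1 sample is a candidate explanation, as the trophectoderm list includes IFNG. Without IFNG the list had a median log2 ratio of -0.30 over 3 genes and stood at percentile 12.8. Over all 7 listed members without IFNG the median was 0, at percentile 43.5. CYP17A1 was higher in replicate 1 with 45 and 13 reads and CDX2 with 7 and 1, CYP19A1 had 0 and 3 reads, and TFAP2C 57 and 43. Conceptus RNA and IFNG of maternal leukocytes cannot be told apart on so few genes, although the leukocyte list was higher in the other library.

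The progesterone and NRF2 model here joins the genes in the paper's text on Fig. 7 with SQSTM1 (p62), KEAP1, GSK3B and FYN. The paper's Discussion describes these added genes from other studies of NRF2. Of this set, XLOC-2222497 was paired with no transcript and SQSTM1 is listed at 0. PGR was at 483 ± 68.4 RPKM (SD, n = 2), GSK3B at 965 ± 45.7 RPKM, FYN at 454 ± 13.7 RPKM, NFE2L2 at 62.5 ± 3.20 RPKM over 3 transcripts, and KEAP1 at 0.531 and 0.848 RPKM from 2 and 3 reads, which is not above the 3 reads that a count of 0 allows. NFE2, whose symbol the paper gives as another name of NRF2 but which is a separate gene in the annotation, had 1 read in each library. CTCF was at 105.2 ± 8.79 RPKM (SD, n = 2).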
